A study of Mus musculus with 3 samples.

How the data were processed

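The study profiled single cells of mouse embryos in which Mesp1-Cre, active in early mesoderm, recombined the Ai9 red fluorescent reporter and a floxed Wls gene. Wls encodes a protein needed to secrete Wnt ligands. Embryos with 1 floxed allele (fl/+) served as controls and embryos with both alleles floxed (fl/fl) as mutants. Per the labels' protocols, embryos were staged, dissociated and tagged with MULTI-seq lipid barcodes, reporter-positive cells were sorted and pooled, and libraries were made with the 10x Chromium v3 kit. The pools were sequenced in 3 runs, run 1 on a NovaSeq and runs 2 and 3 on a NextSeq.

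The authors mapped the reads with kallisto|bustools using its 10x v3 setting and demultiplexed the MULTI-seq barcodes, per the labels' descriptions. The genome build, the annotation, the use of strand and the filters on cells are not stated there. The deposited matrix holds raw UMI counts, 51923 genes by 14777 cells, with no normalization, since its values are whole numbers and the cell totals differ. A dense table holds the same counts entry by entry and was not read further. The authors' per-cell table gives a depth, a gene number, a run, a barcode, a stage and a condition. The matrix total of a cell lay a median of 0.111% below that depth, at most 0.772%, and equalled it in 0.765% of cells. The table holds no cell types. All 51923 gene symbols were found in the GENCODE M21 annotation, from which chromosomes and positions were taken.

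The unit of every test was the barcode sample, the sum of the UMI counts of all cells that share a run, barcode, stage and genotype. There were 22 such samples, 10 mutant and 12 control, and no barcode joined a run, stage or genotype to another. Whether a barcode held 1 embryo or more is not stated. One control sample of 28 cells is labelled E7.5, a stage outside the series design. It formed a stage of its own in the models, so that it carried no weight in the genotype comparison. Each stage lay in 1 run, except E9.5, which lay in 3.

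Genes were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM factors, quasi-likelihood F test, two-sided) with Benjamini-Hochberg adjustment at 0.05. The genotype model had a block for each stage and a term for each run. Per stage the terms were genotype and, at E9.5, run. The difference of the genotype effect between E9.5 and E8.0 was an interaction term. Stages were compared in 1 model with genotype as covariate. At E8.5 there was 1 mutant sample, so the values of that sample and of the larger control sample are given with no test. Gene lists were tested with camera at its preset correlation, with fry and with an estimated correlation, in limma 3.58.1. The alternatives to edgeR were DESeq2 1.42.0 and limma on mean CPM per cell. CPM is the UMI count of a gene scaled to the total of its sample, with exact Poisson 95% intervals for single samples, which cover counting error only. Values are given as mean ± SD over barcode samples.

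The fit was tested on simulated counts drawn from the real means and library sizes, with 200 changed genes in each comparison, 100 of them changed by 1 and 100 by 2 on the log2 scale. For the genotype comparison in all cells (20831 genes) edgeR recovered 70% and 93% of these, with 11 false calls. At E8.0 it recovered 69% and 96% with 7 false calls, and at E9.5 73% and 96% with 5. For the interaction the values were 58% and 81% with 10 false calls, and for E9.5 against E8.0 85% and 93% with 8. In neural-like cells, with 5 samples, they were 42% and 83%. In the other classes they were 65% or more and 89% or more. The other comparisons between stages were not simulated.

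Cells were clustered with scanpy 1.11.5 and leidenalg 0.10.2 under Python 3.11.15. Genes found in at least 20 cells entered, 2000 variable genes were chosen in each run and 1759 were used, with 30 principal components, 20 neighbours and a resolution of 1. A cluster took the name of a cell class when at least 60% of the markers of the class, and at least 3, were raised by 1 or more on the log2 scale over the other cells, and markers of the class were among its 10 leading genes, which had to be detected in 25% of its cells. Folds had 5 CPM added to both sides. The markers were fixed before, but the clustering without centring of runs, the share of 60% and the rule on leading genes were set after the data were seen. Of 25 clusters, 16 took 1 of 10 class names, written as "-like" below. Clusters that these thresholds kept out are described in the report. A further clustering, chosen after the data were seen, left out the 2758 genes that passed in any test of genotype, with 1340 variable genes used and 27 clusters. Scrublet called 79 cells doublets (0.535%). They were kept. In 1 blood-like cluster of 77 cells, 63.6% of the cells were called doublets. Leaving the called doublets out was an alternative for all cells, but not for the shares of classes.

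A class was tested with edgeR in the samples that held at least 20 of its cells, with the same terms. Shares of cells were compared over all 22 samples with a quasi-binomial model blocked by stage, with exact binomial 95% intervals per sample. Beside it stands a two-sided exact permutation test over the 7200 assignments within run and stage, which was added after the data were seen. That test and the mean shares used the samples of at least 20 cells (10 mutant, 11 control). Sign flips over 3 stages cannot give a p under 0.25 and were not used further. The share of cells with a Wls UMI was taken before and after thinning each cell to 5000 UMIs.

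The lists, markers, tests, alternatives and the rule for named genes were written before the data were examined, except those named here and in the closing part as chosen later. Named are Wls, up to 8 genes of the lists that passed the threshold, and the 5 largest rises and 5 largest falls among passing genes with a mean of at least 10 CPM and the same direction at every stage. Sex-linked genes were kept apart and used to call the sex of samples. A low-oxygen list and an immediate early list were added after low-oxygen genes were seen to lead the results, and were written without the genes that had led.

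Since the counting rule and its use of strand are not stated, levels of near-identical copies and overlapping genes are uncertain. Among named genes this applies to ribosomal protein genes and their processed pseudogenes (Rpl34, Rpl34-ps1, Rps3a3, Gm8420, Gm5292, AL603804.1, AC154486.2, Gm11643, Gm49683), to Tpm3-rs7, to Hspa1a and Hspa1b, to Hba-a2, to Mt1 and Mt2, and to genes that overlap another gene in the annotation (Ndufa4l2, Ndrg1, Gm13075, Bhlhe40, Nppa, Myh7, Gas8, Zic1, Gm42047, Bnip3, Rbm15b, Nhp2, Gm49747, 2810403D21Rik, Car5a, Wnt11, Ryr2, Ccnd1, Nr2f1).

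Alternatives were another scaling, no low-count filter, other tools, other model terms, equal cell numbers, cells left out by depth or class, other cluster resolutions, and leaving out each sample and each stage. Chosen after the data were seen were single runs, the male share as covariate, leaving out genes on X and Y, samples of 100 cells or more, 100 cells per sample, leaving out doublets, the run term between stages, clustering without changed genes, and the alternatives of the tests per stage and of the interaction. Plots were drawn with matplotlib 3.10.9.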

Results

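RNA was counted in 14777 single cells sorted for the Mesp1-Cre lineage reporter from control (Wls fl/+) and mutant (Wls fl/fl) mouse embryos. The deposited counts sum to 331587989 UMIs over 35403 genes with at least 1 UMI. A cell had a median of 21739 UMIs (895 to 102853) and a median of 5069 genes. Controls gave 9852 cells and 226069086 UMIs in 12 barcode samples, and mutants 4925 cells and 105518903 UMIs in 10. At E8.0 there were 3 mutant and 3 control samples (3202 cells), at E8.5 1 mutant and 2 controls (3029 cells), and at E9.5 6 mutants and 6 controls (8518 cells). One further control sample of 28 cells is labelled E7.5. A barcode sample held from 134457 UMIs (Bar6, an E9.5 control of 6 cells) to 61307782 UMIs (Bar3, an E8.5 control of 2508 cells). The median depth per cell was 23112 UMIs in run 1, 23555 in run 2 and 11866 in run 3. All E8.0 samples came from run 1 and all E8.5 samples from run 2. The E9.5 samples came from all 3 runs, each of which held both genotypes.

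Sex was read from Xist and Y-linked transcripts. Of the mutants 6 were male and 4 female, and of the controls 2 were male, 7 female and 3 mixed or without a call. At E8.0 the 3 mutants were male, while 2 controls were female and 1 was mixed, so genotype and sex were not separable at that stage by a comparison within sex.

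Wls, the floxed gene, lies on chromosome 3 (159839672 to 159938664). It was measured first in each sample, to compare the genotype labels with the gene itself. Its level was 10.1 ± 3.18 CPM in mutants (SD, n = 10) and 47.7 ± 9.56 CPM in controls (n = 11, without the E7.5 sample). At E8.0 the controls had 65.4, 55.1 and 54.1 CPM and the mutants 14.2, 13.9 and 7.25 CPM. At E8.5 the controls had 59.6 and 39.1 CPM and the mutant 3.72 CPM. At E9.5 the 6 controls lay between 35.9 and 46.1 CPM and the 6 mutants between 8.54 and 12.1 CPM. The lowest control of these stages was thus above the highest mutant. The sample labelled E7.5, a control, had 14.1 CPM from 7 UMIs. Its 95% interval of 5.67 to 29.0 CPM took in the mutants' highest value. The interval ended below the lowest control of the other stages (35.9 CPM). However, 67.9% of the cells of this sample were blood-like, against at most 42.7% in the other control samples. Control blood-like cells had 6.44 ± 3.42 CPM of Wls, so the level of this sample does not decide on its control label. The fitted log2 fold change of Wls, mutant against control, was −2.38 (SE 0.15, edgeR adjusted p = 3.93e-09). Leaving out each sample or stage gave −2.65 to −2.22.

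**Figure D1:**
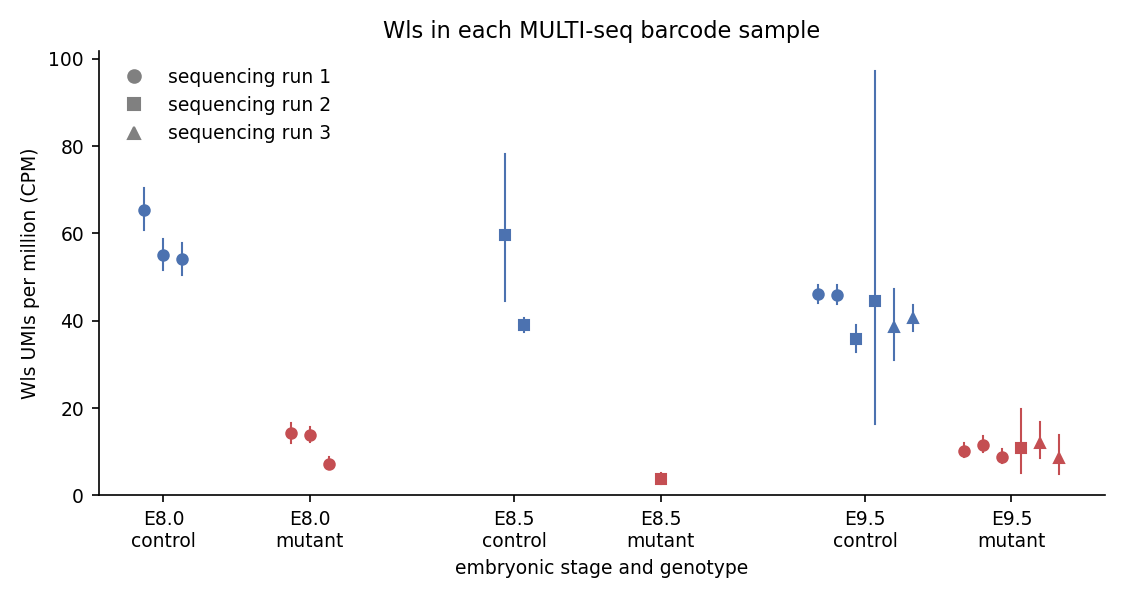
Wls level (CPM) in each barcode sample by stage and genotype, with exact Poisson 95% intervals. Blue points are controls, red points mutants, and symbols give the run. Each control of E8.0, E8.5 and E9.5 lies at 35.9 CPM or above and each mutant at 14.2 CPM or below. The sample labelled E7.5 is not drawn.

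The share of cells with a Wls UMI was averaged over samples of at least 20 cells, without the E7.5 sample. It was 49.0 ± 11.3% in controls and 9.14 ± 2.95% in mutants (SD, n = 10 each). After thinning each cell to 5000 UMIs it was 20.6 ± 3.77% and 3.50 ± 1.06%. Thinning left out 362 control and 82 mutant cells of lower depth, and the median depths before it were 22353 and 20748 UMIs. Blood-like cells, which have little Wls, served for comparison. Their thinned share was 2.98% in controls and 0.901% in mutants (unthinned 13.2% and 3.73%, median depths 28850 and 25990 UMIs). The thinned share in mutants was 1.52% in cardiomyocyte-like cells (25.5% in controls) and 8.70% in lateral plate or allantois-like cells (33.2% in controls). In neural-like cells it was 34.2% in mutants and 36.8% in controls, and in endoderm or epithelium-like cells 32.4% and 36.8%.

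The main comparison asked which genes change when mesodermal cells lose Wls, across the 3 stages. Of 20831 genes tested, 2132 passed the threshold in edgeR, 931 higher and 1201 lower in mutants, and 4864 had an unadjusted p under 0.05. Of the 2132, 1823 had the same direction at the 3 stages, 71 lay on X or Y, 155 rose by more than 1 on the log2 scale and 29 fell by more than 1. The count depended most on the number of cells and on the stages and runs that entered. With 6 cells drawn from each sample it was 13, and without the E9.5 samples 1. Within run 1 alone it was 2, within run 2 27 and within run 3 57. It was 1259 without the E9.5 control Bar23 and 1421 without the E8.5 mutant Bar1. The split of higher and lower genes depended on the scaling. DESeq2's size factors gave 1441 higher and 966 lower genes, which is 59.9% higher against 43.7% under TMM, while the median of all genes moved by 0.049. The direction of the whole set of changed genes is therefore not stated. With the male share of each sample as a covariate 876 genes passed, 518 higher and 358 lower, of which 763 were among the 2132.

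The named genes that rose were Ndufa4l2 (log2 fold change 2.48, SE 0.33), Ddit4 (2.27, SE 0.35), Ier3 (2.18, SE 0.33), Ndrg1 (2.10, SE 0.32) and Krt19 (1.82, SE 0.23), each with an edgeR adjusted p of 0.000873 or below. Each of the 5 was less raised at E8.0 (log2 ratios of 0.43 to 0.82) than at E9.5 (2.59 to 3.66). Run 1 alone gave adjusted p of 0.0701 or above for them. Besides Wls, the named genes that fell were Klf1 (−0.81, SE 0.25, adjusted p = 0.0437), Trmt61a (−0.78, SE 0.12, adjusted p = 0.00101), Pinx1 (−0.75, SE 0.14, adjusted p = 0.00257) and Gm13075 (−0.68, SE 0.14, adjusted p = 0.00399). Klf1, a blood gene, was at −0.0080 when blood-like and endothelial-like cells were left out, and lost its call without any of 15 of the 22 samples. Without the E9.5 samples none of these 9 genes passed the threshold, with unchanged directions.

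**Figure D2:**
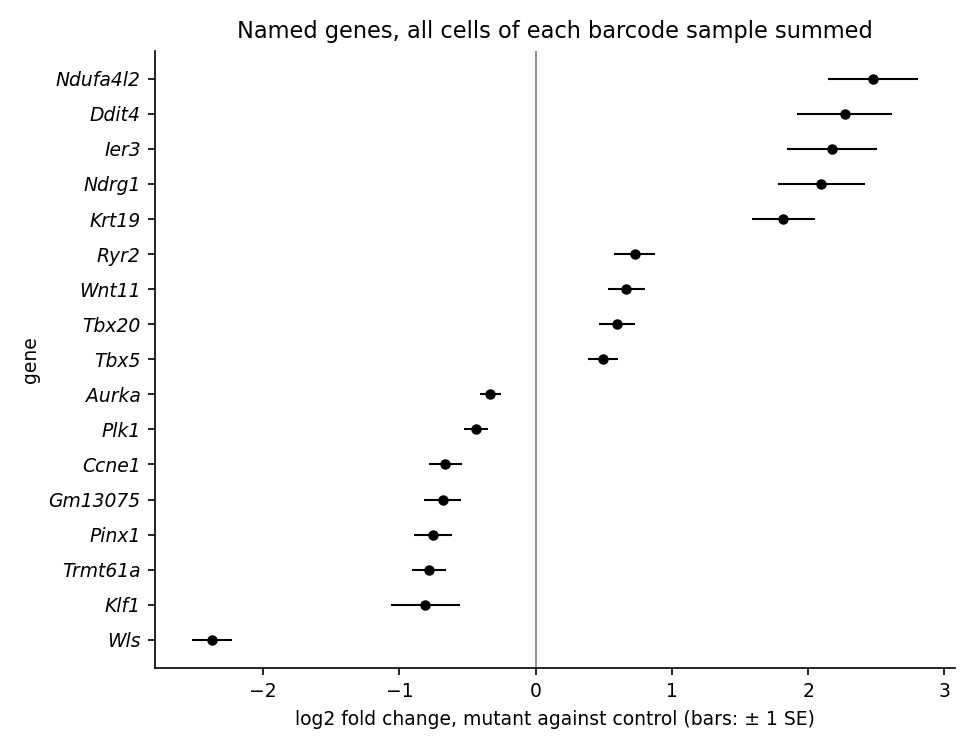
Log2 fold change (mutant against control, all cells) of the named genes, with bars of 1 SE from the edgeR fit. Wls fell the most, to −2.38, and Ndufa4l2 rose the most, to 2.48.

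Lists of Wnt and heart field genes, fixed in advance, addressed the question of Wnt secretion and heart field fate. Of 16 Wnt targets tested, 1 passed over all genes tested (Ccnd1, lower) and 1 when adjusted over the list alone. With DESeq2's size factors Ccnd1 did not pass, and the 1 target that did was higher. Of 12 Wnt ligand and secretion genes, 2 passed both ways, Wls lower and Wnt11 higher (0.66, SE 0.14). Of 12 anterior second heart field genes, 1 passed both ways. Of 10 posterior second heart field genes, 2 passed over all genes and 4 adjusted over the list alone. Of 7 first heart field genes, 3 passed over all genes and 5 adjusted over the list alone, among them Tbx5 (0.49, SE 0.11) and Tbx20 (0.59, SE 0.13), and all 7 were higher in mutants. Of 14 cardiomyocyte genes, 7 passed over all genes and 13 adjusted over the list alone, such as Ryr2 (0.73, SE 0.15), and all 14 were higher, with a median of 0.81. Of 12 cell cycle genes, 7 passed over all genes, all lower, and 8 adjusted over the list alone, with a median of −0.27. Among these were Ccne1 (−0.66, SE 0.12), Plk1 (−0.44, SE 0.09) and Aurka (−0.34, SE 0.08). Within each class tested, 0 of the 12 passed over all genes, with medians from −0.25 (proepicardium-like) to −0.0019 (blood-like). As a set they were lower in anterior and posterior second heart field-like cells alone (camera adjusted p = 0.00748). A change in cell composition therefore stays open as part of the fall in all cells. The directions of these last 3 lists were the same under both scalings, with 1 of the 12 cell cycle genes higher under each. Aurka alone changed direction in 1 setting, to 0.15 with 6 cells per sample.

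As sets, the cardiomyocyte list was higher (camera adjusted p = 2.54e-07), the first heart field list higher (0.000141) and the cell cycle list lower (4.77e-08). The other adjusted p were 0.0525 for the posterior and 0.686 for the anterior second heart field (both upward), and 0.852 for Wnt targets and for Wnt ligands. For Wnt targets the test and the median (−0.0069) pointed down and the mean (0.031) up, and for Wnt ligands, a list that holds Wls, the test pointed down and both the median (0.16) and the mean (0.015) up. The 3 calls held under fry (adjusted p = 0.0483, 0.00634 and 0.00634). None held with the correlation between genes estimated from the data, with 0.267, 0.133 and 0.133. In anterior and posterior second heart field-like cells alone, the first heart field and cardiomyocyte lists pointed down and did not pass.

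**Figure D3:**
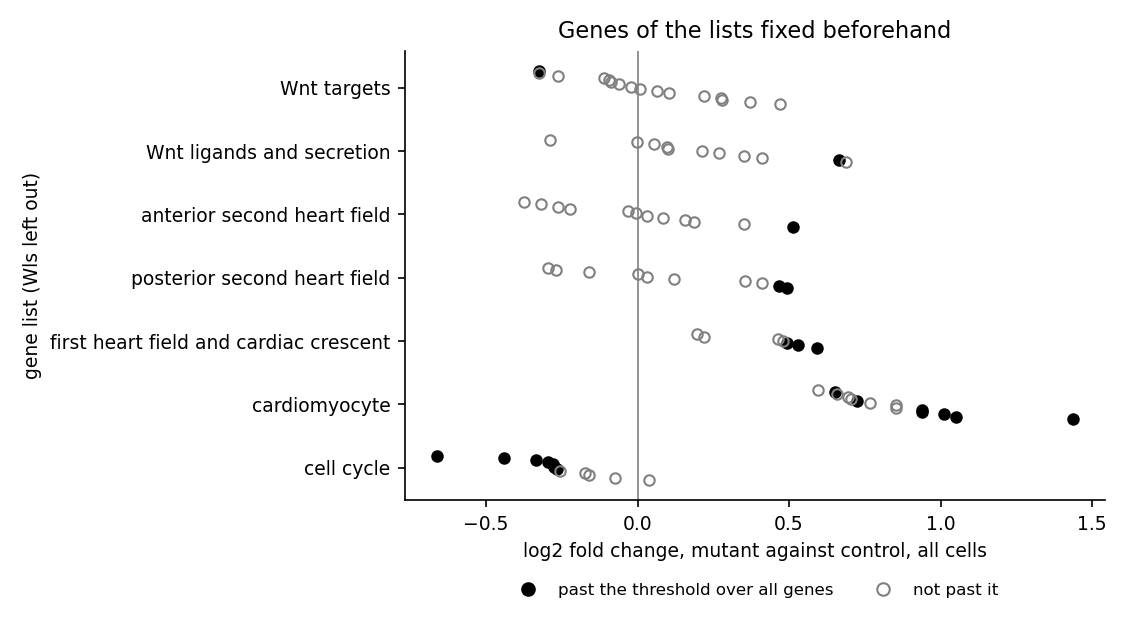
Log2 fold change (mutant against control, all cells) of each tested gene of the 7 lists, Wls left out. Filled points passed the threshold over all genes. All 14 cardiomyocyte genes lie above 0 and all but 1 of the 12 cell cycle genes below it, under both scalings.

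Stages were compared to follow the effect over time. At E8.0, with 3 samples per genotype, 4 of 16416 genes passed, 1 higher and 3 lower, and 1615 had an unadjusted p under 0.05. They were Wls (−2.38, SE 0.24, edgeR adjusted p = 0.0475), Rpl34 (−1.20, SE 0.06, adjusted p = 0.000733), its processed pseudogene Rpl34-ps1 (0.84, SE 0.07, adjusted p = 0.0105), and the sex-linked Xist, outside the naming rule. Rpl34 was at 584 ± 12.9 CPM in mutants and 1268 ± 27.5 CPM in controls, and Rpl34-ps1 at 232 ± 7.33 and 122 ± 3.18 CPM. Both came in a few separate levels across samples, and the E9.5 control Bar23 stood close to the E8.0 mutants, with Rpl34-ps1 at 245 CPM. With the male share as covariate no gene passed at E8.0, and DESeq2 gave 42.

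At E9.5, with 6 samples per genotype, 1766 of 17227 genes passed, 983 higher and 783 lower, and 4531 had an unadjusted p under 0.05. Wls was at −2.07 (SE 0.10, edgeR adjusted p = 3.07e-08). The largest rises were in Hspa1a (4.83, SE 0.68) and Hspa1b (3.89, SE 0.61), near-identical copies whose levels varied between mutants (35.3 ± 30.5 and 30.9 ± 26.3 CPM), and in Bhlhe40 (3.59, SE 0.19), Ndufa4l2 (3.37, SE 0.23) and Ier3 (3.22, SE 0.13). Ndufa4l2 was at 78.5 ± 25.2 CPM in mutants and 8.85 ± 3.92 CPM in controls. The largest falls were in Foxd2os (−1.17), Pinx1 (−1.11), Trmt61a (−0.98) and Foxd1 (−0.93), with adjusted p of 0.0146 or below. Foxd1 is among the leading genes of a paraxial mesoderm-like cluster and Foxd2os of an unnamed cluster, so their levels also depend on the number of those cells. Among genes of the lists, Ccne1 (−0.93), Ccnd1 (−0.45) and Nr2f1 (−0.62) were lower, and Tbx5 (0.68), Wnt11 (0.77) and Mef2c (0.50) higher. Run 1 alone gave 1283 genes, run 3 alone 58, and runs 2 and 3 together 107, of which 102 were among the 1766. Run 2 alone held 1 mutant sample at E9.5. The count was 603 without the control Bar23, 704 without the control Bar22, 1103 without the mutant Bar19 and 1110 without the control Bar9.

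At E8.5 the mutant sample Bar1 was set against the larger control Bar3, with no replicate check. Wls was at 3.72 CPM (39 UMIs) against 39.1 CPM (2395 UMIs). Of the named genes, Ndufa4l2 was at 63.3 against 4.96 CPM, Nppa at 65.8 against 7.18, Myh7 at 225 against 29.6, Ankrd1 at 227 against 32.1 and the processed pseudogene Gm8420 at 68.0 against 0.669. Lower were Pf4 (1.34 against 105 CPM), Gm42047 (1.81 against 104), Tpm3-rs7 (3.72 against 85.9), AA465934 (15.9 against 74.5) and Rps3a3 (11.2 against 1538). Rps3a3 is a processed pseudogene whose level fell into separate groups of samples irrespective of genotype.

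Whether the genotype effect differed between E9.5 and E8.0 was tested as an interaction. Of 17872 genes 83 passed, 76 with a more positive and 7 with a more negative effect at E9.5, and 2060 had an unadjusted p under 0.05. For Ier3 the log2 effect was 0.42 at E8.0 and 3.22 at E9.5 (difference 2.81, SE 0.35, edgeR adjusted p = 0.00154). Ndrg1 differed by 2.74, Ndufa4l2 by 2.67, Stc2 by 2.82 and Hspa1a by 5.24. Foxd2os differed by −1.56, Col2a1 by −1.05, Six2 by −1.04 and Gas8 by −0.58. The effect on Wls did not differ (0.31, SE 0.24, adjusted p = 0.669). DESeq2 gave 399 genes, and no low-count filter 669. Run 1 alone, which held both stages, gave 32 genes, 19 of them among the 83. The count was 29 without the E8.0 mutant Bar25 and 137 without the E9.5 mutant Bar20.

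Changes between stages were tested in 18063 genes. From E8.0 to E9.5, 4070 genes passed, 2256 higher and 1814 lower, and 6399 had an unadjusted p under 0.05. Within run 1, which held both stages, 5222 passed, and with run as a term 3877. The largest rises were in Hbb-y (4.89, SE 0.69), Pf4 (4.46, SE 1.17), Hba-a2 (3.51, SE 0.51), Nppa (3.47, SE 0.61) and Mt1 (3.24, SE 1.03). The largest falls were in Lefty2 (−5.38, SE 0.52), Spink1 (−3.45, SE 0.94), Phlda2 (−3.07, SE 0.41), Cdx2 (−2.99, SE 0.46) and Ifitm1 (−2.35, SE 0.33). Their edgeR adjusted p were 0.0259 or below. Of list genes, Sema3c (1.67), Nr2f1 (1.59) and Wnt4 (1.59) rose, and Aldh1a2 (−1.38), Rgs5 (−1.30), Smarcd3 (−0.84) and Ccne1 (−0.71) fell.

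From E8.0 to E8.5, 3429 genes passed (1653 higher, 1776 lower, 6359 unadjusted), led by rises in Hbb-y (3.64), Nppa (3.12), Barx1 (2.87), Zic1 (2.51) and Cntln (2.21) and falls in Spink1 (−6.11), Lefty2 (−4.66), AC154486.2 (−3.49), Cdx2 (−3.37) and 2810403D21Rik (−3.09). These stages lay in different runs. With run as a further term, estimated from E9.5, 131 genes passed, 99 of them shared, and AC154486.2, a processed pseudogene, changed direction to 1.86. The count was 510 without the control Bar3 and 764 without the mutant Bar1. From E8.5 to E9.5, 6 genes passed (4 higher, 2 lower, 4104 unadjusted), of which Hectd4 (0.87), Dmwd (−0.64) and Chmp7 (−0.56) fell under the naming rule. DESeq2 gave 1673 genes there and edgeR with run as a term 0, and leaving out single samples gave from 0 to 2290 (without the control Bar4). That comparison is therefore undecided at these sample numbers.

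The series concerns heart field classes, so shares of cell classes were compared. The clusters were named as 10 classes. The proepicardium-like share was higher in mutants (log2 odds 0.96, SE 0.22, quasi-binomial adjusted p = 0.00407, two-sided exact permutation p = 0.000833, adjusted 0.00833 over the 10 classes). At E9.5 it was 10.1 ± 4.50% in mutants (SD, n = 6) and 3.12 ± 1.85% in controls (n = 5), with each of the 6 mutants (5.95% or more) above each control (5.24% or less). At E8.0 it was 4.30 ± 0.711% and 3.33 ± 1.22% (n = 3 each), and at E8.5 10.1% in the mutant and 8.82% and 7.10% in the controls. Without E9.5 the log2 odds were 0.49 and did not pass. Within run 2 they were 0.77 and within run 3 2.75, neither passing, and clustering at a resolution of 2 gave 0.54 (adjusted p = 0.187). Clustering again without the 2758 genes changed in any test of genotype, chosen after the data were seen, gave 0.96 (adjusted p = 0.00788), with 6.72 ± 3.76% in mutants (n = 6) and 2.28 ± 1.26% in controls (n = 5) at E9.5, whose ranges overlapped. Clusters were still named with all genes there. Of the 10 leading genes of the proepicardium-like cluster, 5 were changed genes, so that check is not free of them.

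The paraxial mesoderm-like share was lower in mutants by the quasi-binomial test (−1.45, SE 0.46, adjusted p = 0.0293), with an exact permutation p of 0.0343 that did not pass after adjustment (0.172). It was 1.47 ± 1.28% in mutants and 9.72 ± 5.24% in controls at E9.5, and 8.05 ± 2.16% and 5.87 ± 3.05% at E8.0. Without E9.5 the log2 odds were 0.033, and no run alone passed. A further cluster, nearest this class but with fewer of its markers than required, held 4.78% of mutant and 4.97% of control cells at E9.5, and 3.70% and 6.22% at E8.5. At a resolution of 0.5 the log2 odds were −0.30. Without the changed genes they were −0.45 (adjusted p = 0.219), with 5.61 ± 3.10% in mutants (n = 6) and 9.25 ± 4.75% in controls (n = 5) at E9.5. In that clustering 131 of the 269 mutant E9.5 cells of an unnamed cluster, led by Ndufa4l2 among others, joined this class, so its fall depends on the changed genes. The other 8 classes did not pass at the main resolution. Cardiomyocyte-like cells had log2 odds of 0.56 (adjusted p = 0.224), anterior second heart field-like cells −0.038 (0.826) and posterior second heart field-like cells −0.25 (0.362). The last were found almost only at E8.0, where they made 15.2 ± 2.45% of mutant and 17.5 ± 3.17% of control cells. With blood-like and endothelial-like cells taken out of the total their log2 odds were −0.50 (adjusted p = 0.0270).

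**Figure D4:**
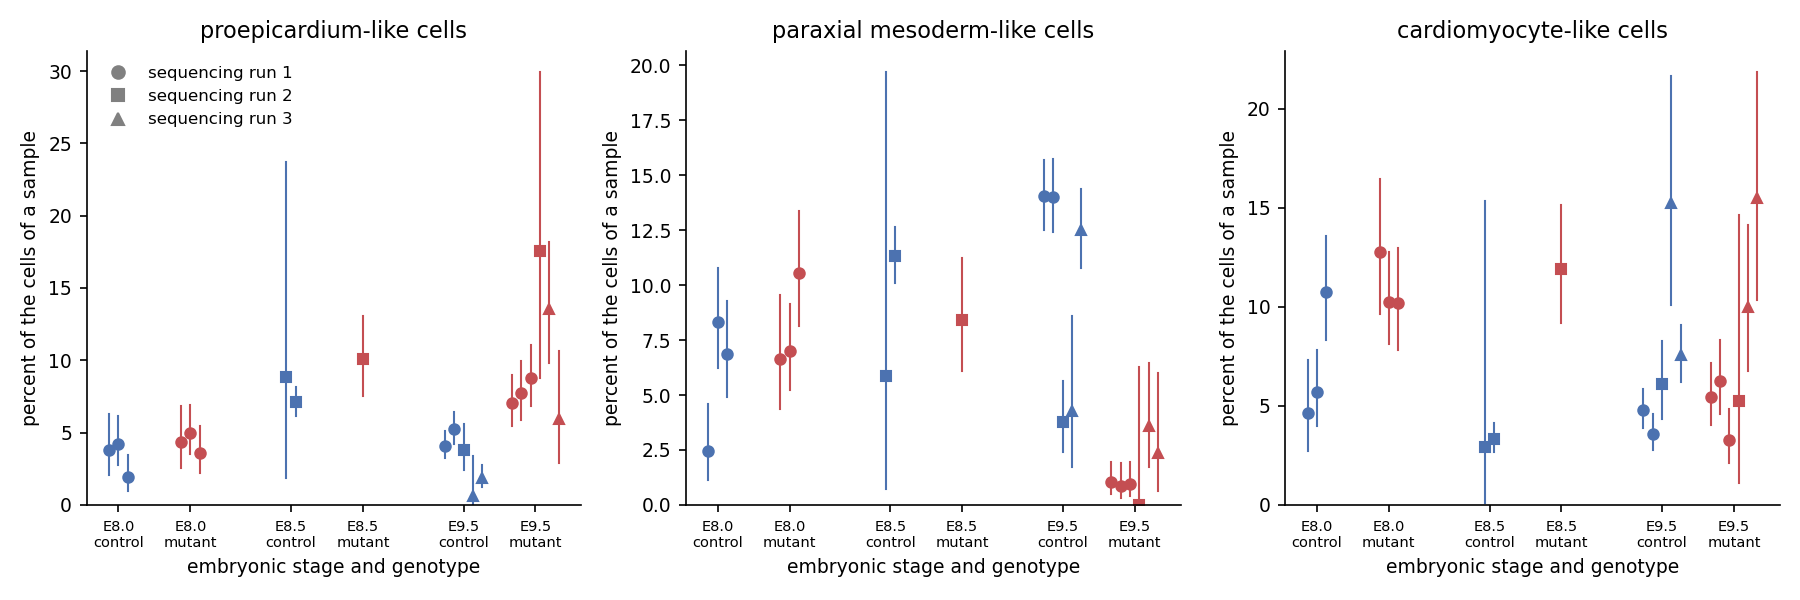
Percent of the cells of each barcode sample (20 cells or more) in 3 classes, by stage and genotype, with exact binomial 95% intervals. Blue points are controls, red points mutants. At E9.5 the 6 mutants lie at 5.95% or more and the 5 controls at 5.24% or less in proepicardium-like cells, and the genotypes overlap in cardiomyocyte-like cells.

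Thresholds set after the data were seen kept 5 clusters out of the classes they came nearest to. The largest nearest the posterior second heart field held 5.79% of control and 6.79% of mutant cells at E9.5, and 7.002% and 13.6% at E8.5. Another nearest that class held 5.69% and 4.56% at E9.5, and 4.09% and 5.13% at E8.5. A cluster nearest leukocytes held 0.331% of control and 0.898% of mutant cells at E9.5 (0.669% and 0% at E8.5), and one nearest mesenchyme 2.30% and 2.62% (1.89% and 3.49% at E8.5, 5.49% and 4.36% at E8.0). Of the 4 remaining unnamed clusters, 3 had leading genes that themselves differed between genotypes at E9.5, such as Ndufa4l2, Foxd2os or Tnc. Their sizes may follow those genes and were not tested. The paraxial mesoderm-like class has the same limit, since Foxd1, a leading gene of 1 of its clusters, also differed. At E9.5 the unnamed cluster led by Foxd2os among others held 16.2% of control and 2.73% of mutant cells. The one led by Ndufa4l2 among others held 0.105% and 9.66%, and the one with Tnc 6.35% and 6.61%. The cluster led by Ndufa4l2 was not limited to mutants. It held 9.68% of control and 11.1% of mutant cells at E8.0, and 0% and 5.13% at E8.5. In the clustering without changed genes, 66 of 76 mutant and 812 of 927 control E9.5 cells of the one led by Foxd2os among others stayed together, as did 111 mutant cells of the one led by Ndufa4l2, in an unnamed cluster with 6.46% of mutant and 15.2% of control cells, without a test. The fourth held 4.60% of control and 10.2% of mutant cells at E9.5, and 5.78% and 1.44% at E8.5, without a test. Unnamed cells made 44.8 ± 9.56% of mutant and 40.7 ± 12.3% of control cells at E9.5.

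Within classes, changes of expression were tested apart from changes of share. Cardiomyocyte-like cells had 181 genes past the threshold of 11577 tested (145 higher, 36 lower, 1675 unadjusted; 9 mutant and 8 control samples). Ndrg1 (2.90, SE 0.41), Bhlhe40 (2.65, SE 0.38), Lefty2 (2.44, SE 0.56), Ddit4 (2.30, SE 0.43) and Egln3 (2.03, SE 0.34) rose the most. Wfdc2 (−1.23, SE 0.29), Ccnd2 (−0.95, SE 0.16), Ptn (−0.84, SE 0.18) and Rbm15b (−0.65, SE 0.16) fell the most after Wls. All 14 cardiomyocyte genes were higher within these cells, with a median of 0.35. Of these 4 passed over all genes, Ttn (0.35), Ryr2 (0.44), Myl7 (0.35) and Myh7 (0.56), and 10 passed adjusted over the list alone. Ccnd1 was lower (−0.48). The count moved most with the stages, to 1 without E9.5 and 510 without E8.0. It was 28 in samples of 50 cells or more, 8 in run 1 alone and 11 in run 3 alone. Single samples also moved it, to 40 without the E9.5 control Bar22 and 373 without the E8.0 control Bar26.

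Lateral plate or allantois-like cells had 45 genes past the threshold (40 higher, 5 lower, 7 samples each), with Smoc2 (2.63), Ier3 (2.17), Tmem45a (2.13), Ddit4 (2.11) and Postn (2.02) higher and Nhp2 (−0.56), Lyar (−0.56), Eif2s3x (−0.52) and Mrpl34 (−0.47) lower besides Wls. This count was 0 in samples of 50 cells or more and 0 without the E9.5 control Bar22 or Bar23, with 1919 unadjusted and 206 in DESeq2, and 1220 without E8.0. Neural-like cells had 132 genes (95 higher, 37 lower) in 2 mutant and 3 control samples of E9.5, and fewer without the control Bar23. The control Bar9 was the only one of these samples from run 3, so with the run term it carried no weight. The genotype effect therefore rests on samples of run 1. In neural-like cells Ndrg1 (5.56), Nxph4 (5.32), 2610528A11Rik (4.89), Mt2 (4.64) and Adm (4.33) rose. Car4 (−3.10), 1810013D15Rik (−2.21), Gm49747 (−2.20), Gm13075 (−2.16) and Fabp7 (−2.08) fell. DESeq2 gave 53 genes in them.

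In the other classes 5 genes or fewer passed. In anterior second heart field-like cells only Wls passed (1172 unadjusted, 6 in DESeq2). Proepicardium-like cells had Wls, Ndufa4l2 (4.54), Bnip3 (1.73) and Sh3bgr (1.11). Paraxial mesoderm-like cells had Wls, the processed pseudogene Gm8420 (6.18), Rps9 (0.27) and, outside the naming rule and chosen after their values were seen, the processed pseudogenes AL603804.1 and Gm5292. Posterior second heart field-like cells of E8.0 had Wls, Rpl34 (−1.14), Rpl34-ps1 (1.00) and Xist. Endothelial-like cells had Wls and the Y-linked Eif2s3y. Blood-like cells had Hspa1a (6.32), also outside the rule. In the same way, Car5a, Gm11643 and Gm49683 were the other genes past the threshold between E8.5 and E9.5.

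Wls itself fell in each class tested. The log2 fold changes were −5.01 (SE 0.28) in anterior second heart field-like, −4.66 (SE 0.29) in proepicardium-like, −4.35 (SE 0.24) in cardiomyocyte-like, −3.98 (SE 0.42) in endothelial-like, −3.45 (SE 0.36) in paraxial mesoderm-like, −2.86 (SE 0.28) in posterior second heart field-like and −1.86 (SE 0.25) in lateral plate-like cells, each past the threshold. In blood-like cells it was −2.02 (SE 0.34, edgeR adjusted p = 0.0663) from 25 mutant UMIs. In neural-like cells it was −0.63 (SE 0.20, adjusted p = 0.175), with 76.5 ± 19.5 CPM in mutants and 119 ± 9.68 CPM in controls. Whether the fall differed between classes was not tested.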

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

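The tests on splits of the samples and the comparisons of the E7.5 cells were chosen after the results were seen, while the counting tests of the 2 small samples and the test of Klf1 were written before their results.

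In 75 groups of 4 to 10 samples, 10 values lay far from the rest of their group, where chance alone gives about 1 in 20, or 3.75. Of the 10, 9 came from 2 small E9.5 samples of run 2. The E9.5 mutant Bar5 (57 cells, 927842 UMIs) had Klf1 at 69.0 CPM (32.9 to 36.4 in the other 5 mutants), Plk1 at 31.3, Aurka at 51.7 and Foxd1 at 12.9 CPM. The 95% counting intervals took in the mean of the other samples for 0 of the 4 genes. Too few UMIs are excluded as the cause for Klf1, Plk1 and Foxd1. For Aurka, whose interval ended at 68.6 CPM against a mean of 68.7, they stay open. For Klf1 a larger share of blood-like cells may be the cause, since these made 31.6% of the sample and had Klf1 at 142 CPM, within the 135 to 231 CPM of the other mutants' blood-like cells. What lowered Plk1 and Foxd1 was not tested apart from counting. The sample was the only E9.5 mutant of its run, so run and embryo cannot be told apart.

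The E9.5 control Bar6 (6 cells, 134457 UMIs) had Ddit4 at 141 CPM (13.8 to 18.6 in the other 5 controls), Trmt61a at 7.44, Pinx1 at 22.3, Hspa1a at 22.3 and Bhlhe40 at 7.44 CPM. Counting error could explain 2 of the 5 genes, Trmt61a and Bhlhe40, with 1 UMI each, whose intervals took in the mean of the other samples. Ddit4 (19 UMIs) lay outside. The intervals of Pinx1 and Hspa1a left out the mean too, but 3 UMIs each give no usable level. With 6 cells, a few stressed cells or the classes that happened to be drawn cannot be told apart from an embryo that differed, and no biological explanation was tested.

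The posterior second heart field-like share stood apart in the E9.5 control Bar4, at 0.164%, because 1 cell was assigned to the class there and 0 in the other controls. A difference of 1 cell is below what these depths can resolve.

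The genotype effect differed between E9.5 and E8.0 in 83 genes. The named differences were 5.24 for Hspa1a, 2.82 for Stc2, 2.81 for Ier3, 2.74 for Ndrg1, 2.67 for Ndufa4l2, −1.56 for Foxd2os, −1.05 for Col2a1, −1.04 for Six2 and −0.58 for Gas8. Chance can be excluded for the count, since 1 of the 40 splits of the samples within run and stage, the real one, gave as many genes. Run 1, in which both stages were sequenced together, gave 32 genes with 19 shared, so a difference between runs does not explain those. At E8.0 genotype and sex were confounded, and 2 of the 83 genes lay on X or Y. A later effect of the mutation may underlie the difference, as the design allows, but handling of the E9.5 embryos is also open: the immediate early list was raised at E9.5 (camera adjusted p = 0.0270 over the 2 lists added, median log2 fold change 0.31). Foxd2os was among the leading genes of an unnamed cluster, so a change of cell numbers stays open for it.

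The 28 cells labelled E7.5 were outside the series design, and 67.9% of them were blood-like, against 8.82 to 42.7% in the other control samples. Cells of E9.5 embryos that had been given the wrong barcode are excluded as the source, since the processed pseudogene Rps3a3 made 0.864% of the UMIs of Rps3a1 and Rps3a3 in them and 76.7% in the E9.5 cells of the same run together. The E9.5 mutant Bar10 of that run also had little Rps3a3 (1.40%) but was female, and the 28 cells included 13 male-like and 3 female-like ones. A score of 200 genes set E8.0 controls near 0 and the E9.5 controls of run 1 near 1. The E9.5 controls of the other runs stood at 0.645 to 1.18. On this score the cells stood at 0.481, between the highest E8.0 sample (0.296) and the lowest E9.5 sample of run 3 (0.637). The cells were also within the 0.471 to 0.852 of the E8.5 samples of run 2. Their log2 ratio of Hbb-y to Hbb-bh1 was 1.67, within the 1.26 to 2.27 of E9.5 and the 1.38 to 2.34 of E8.5, and above the −2.86 to −0.71 of E8.0. Whether the stage label is right could not be settled from these values, and no biological explanation was tested.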

How the results depend on the processing

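Alternatives for single runs, the male share, genes on X and Y, equal cells at 100, sample size at 100 cells, doublets, clustering without changed genes, and all those of the tests per stage, of the interaction and of run between stages were chosen after the data were seen. The others were planned. Where a count moved, fewer samples, cells or genes show the cause only as far as the setting says so, and otherwise the cause was not tested.

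The Wls level kept its direction and its call in 18 of 18 settings (−3.12 to −2.06) and when each sample or stage was left out (−2.65 to −2.22). Thinning lowered the share of cells with a Wls UMI to 20.6% in controls and 3.50% in mutants, by construction.

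For all cells (2132 genes) 9 of 19 settings gave 1958 to 2511. DESeq2 gave 3236 (2004 shared), no stage block 627, no run term 1376, mean CPM with limma 506, the male share 876 and 100 cells per sample 721. Drawing 6 cells per sample gave 13, and single runs gave 2 (run 1), 27 (run 2) and 57 (run 3). Fewer samples are not shown to be the cause in run 1, since its E9.5 samples alone gave 1283 genes. Leaving out a sample or stage gave 1 (without E9.5) to 2479 (without Bar6), with 1259 without Bar23 and 1421 without Bar1. Aurka changed direction to 0.15 with 6 cells per sample (adjusted p = 0.929). Of 300 values of the other named genes and Aurka, 225 kept direction and call, 74 kept the direction alone and 1 changed direction, and of 400 values with a sample or stage left out 368 kept both and 32 the direction.

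At E8.0 (4 genes) DESeq2 gave 42, no filter 35, no genes on X and Y 2 and the male share 0, against 1615 unadjusted, and leaving out samples 1 to 10. At E9.5 (1766 genes) 7 of 9 settings gave 1283 to 2642, run 3 alone 58 and runs 2 and 3 107, and leaving out samples 603 (without Bar23) to 2353 (without Bar20). For the interaction (83 genes) DESeq2 gave 399, no filter 669 and run 1 alone 32, and leaving out samples 29 to 137. Of 217 values of named genes in these tests 184 kept direction and call and 33 the direction, and of 402 with a sample left out 339 and 63.

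Between stages, E8.5 against E8.0 gave 131 genes with run as a further block, where AC154486.2 changed direction to 1.86, and 510 (without Bar3) to 2947 with samples left out. E9.5 against E8.5 gave 1673 with DESeq2, 53 with size factors, 31 without a filter and 0 with run as a block, against 4104 unadjusted, and 0 to 2290 with samples left out. The direction of Wls, which did not pass in that comparison (0.26), changed to −0.12 without Bar1, the lowest of a range up to 0.46. E9.5 against E8.0 stayed at 3753 to 5222 in 5 of 5 settings and at 2965 to 4483 with samples left out. Of 182 values of named genes 159 kept direction and call, 22 the direction, and 1 neither, and of 546 with a sample left out 52 kept the direction alone, 1 changed it and the rest kept both.

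Within classes, no low-count filter raised the counts, to 214 in anterior second heart field-like, 152 in blood-like, 445 in cardiomyocyte-like, 140 in endothelial-like, 618 in lateral plate-like, 72 in paraxial mesoderm-like, 145 in posterior second heart field-like and 365 in proepicardium-like cells. These include genes with few UMIs. DESeq2 gave, in the same order and without cardiomyocyte-like cells, 6, 8, 4, 206, 2, 8 and 9, and 53 in neural-like cells. Samples of 50 cells or more gave 0 in blood-like, 28 in cardiomyocyte-like, 0 in lateral plate-like and 1 in proepicardium-like cells. Without the deepest cells blood-like cells had 2, endothelial-like 4 and neural-like 87. Run 1 alone gave 0 in blood-like, 8 in cardiomyocyte-like, 5 in lateral plate-like, 2 in paraxial mesoderm-like and 1 in proepicardium-like cells, and run 3 alone 11 in cardiomyocyte-like cells. In the settings other than leaving out, of 279 values of named genes 201 kept direction and call, 77 the direction, and 1 gained a call.

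With samples or stages left out the counts were 1 to 135 in anterior second heart field-like, 0 to 7 in blood-like, 1 to 510 in cardiomyocyte-like, 1 to 85 in endothelial-like, 0 to 1220 in lateral plate-like, 64 to 112 in neural-like, 1 to 11 in paraxial mesoderm-like, 4 to 24 in posterior second heart field-like and 1 to 111 in proepicardium-like cells. The highest values of the anterior second heart field-like, cardiomyocyte-like, endothelial-like and lateral plate-like cells came without E8.0. Of 671 values of named genes 484 kept direction and call, 185 the direction, and 2 gained a call.

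Of the gene sets, the cell cycle, cardiomyocyte and first heart field calls were lost with an estimated correlation (adjusted p = 0.133, 0.267 and 0.133). In anterior and posterior second heart field-like cells alone (15 samples) the first heart field and cardiomyocyte lists pointed down (0.215 and 0.443) and Wnt ligands, a list that holds Wls, passed downward (0.0129) with 5 of the 8 genes higher. Run 2 alone gave 0.210 for the first heart field and 0.0428 for Wnt targets, and run 3 alone 0.00273 for the posterior second heart field. With a stage left out the adjusted p were 3.18e-20 to 0.000493 (cardiomyocyte), 1.14e-08 to 1.29e-05 (cell cycle), 0.000235 to 0.00121 (first heart field), 0.0575 to 0.114 (posterior) and 0.114 to 0.978 (anterior second heart field), 0.737 to 0.978 (Wnt ligands) and 0.281 to 0.765 (Wnt targets).

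Of the shares, the proepicardium-like log2 odds were 0.54 at a resolution of 2, 0.77 in run 2 and 2.75 in run 3, and 0.70 to 1.00 in the 6 settings that kept the call. The paraxial mesoderm-like ones were −0.30 and −0.88 at resolutions of 0.5 and 2, and −1.67, −0.53 and −2.03 in runs 1, 2 and 3. The posterior second heart field-like ones passed at −0.50 without blood-like and endothelial-like cells in the total. A mesenchyme-like class, found at a resolution of 2 alone, passed at 1.66 (adjusted p = 0.000288). Clustered without changed genes, the paraxial mesoderm-like share lost its call (−0.45), the proepicardium-like one kept it (0.96), and a first heart field-like class, also led in part by changed genes, formed and passed at 0.89 (adjusted p = 0.00451). With a stage left out the ranges were 0.49 to 1.07 (proepicardium), −2.48 to 0.033 (paraxial mesoderm, the direction changing without E9.5), −0.26 to 1.71 (posterior) and −0.14 to 0.047 (anterior second heart field), −1.35 to 0.0088 (blood), 0.34 to 1.06 (cardiomyocyte), −0.14 to 0.70 (endoderm or epithelium), 0.26 to 1.09 (endothelial), −0.040 to 0.37 (lateral plate) and 0.17 to 0.33 (neural).

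Depth limits the small samples most. The 6 cells of Bar6 hold 134457 UMIs, in which 3 UMIs are 22.3 CPM, and named genes with 3 UMIs or fewer there have no usable level.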

Other observations

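The following tests were chosen after the results were seen: the classes with raised low-oxygen genes, the cardiomyocyte genes within cardiomyocyte-like cells, Wls in neural-like cells, the test of a fixed variant near Rpl34, the first test of the sample without sex transcripts, and every count of splits. The others were written before their results, although low-oxygen genes were already known to lead.

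Low-oxygen response genes were raised in mutants at E9.5. On a list that left out the genes already seen, 17 of 17 tested genes passed in edgeR, with a median log2 fold change of 1.16 (camera adjusted p = 5.32e-56 and fry adjusted p = 1.98e-05 over the 2 lists added). An effect of one sequencing run is excluded, since the median was higher in mutants in 3 of 3 runs (0.98, 0.75 and 1.41). A change in the shares of classes is not the whole cause in cardiomyocyte-like and neural-like cells, where 12 and 15 of 17 genes passed. In proepicardium-like cells 1 passed, and 0 in each other class tested. The median was above 0.2 in 8 of the 9 cell classes tested, from 0.0058 in posterior second heart field-like cells of E8.0 to 1.32 in neural-like cells. Apart from these 2 classes the fits pooled the stages, and unnamed cells were not tested, so for other cells composition stays open. Neural-like cells, which kept most of their Wls, were also raised, so the change may reflect a state of the whole embryo, such as low oxygen supply, more than the loss of Wls in each cell. Handling or dissociation stress stays open, since the immediate early list was raised as well, though less (median 0.31, camera adjusted p = 0.0270, fry adjusted p = 0.140, 2 of 14 genes past the threshold). Within classes the immediate early median was below 0 in 5 of 9, from −0.58 to 0.42, and in neural-like cells, where low-oxygen genes rose the most, at −0.22 with 1 of 6 genes higher. None of these genes passed there, so the classes do not decide it. Mutant and control embryos of a run were pooled after dissection, so a difference in the time each spent before pooling cannot be told apart from one in the embryo.

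Cardiomyocyte genes were higher in mutants in all cells (median 0.81). A larger share of cardiomyocyte-like cells is not the whole cause for the 4 genes that passed over all genes within these cells. All 14 genes were higher there, but genes of this list moved together (estimated correlation 0.82 in all cells). That count therefore does not decide it for the other genes. Whether the mix of cells within the class changed was not tested. As part of the cause a larger share stays open. Without cardiomyocyte-like and proepicardium-like cells the median was 0.031, but leaving out these cells also removes any change within them.

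A delay of development could also set mutants apart at E9.5. On a score between E8.0 and E9.5, mutants minus controls were at 0.33 in run 2 and −0.10, the direction of a delay, in run 3 (one-sided exact p = 0.667). The value of run 2 rests on 1 mutant and 1 control, with the control of 6 cells (1.18) left out. In run 1, whose controls set the scale at 1, the mutants had a mean of 0.905. With 12 assignments the smallest p of this exact test was 0.0833, so it could not reach 0.05, and a delay stays open. The unnamed cluster led by Ndufa4l2 among others held 9.68% of control and 11.1% of mutant cells at E8.0. At E9.5 it held 0.105% and 9.66%, so mutant E9.5 cells grouped with E8.0 cells there. Its leading genes differed between genotypes, so this grouping does not decide on a delay.

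Wls was lowered least in neural-like cells. RNA from other cells is excluded as the source of the Wls in them, since mutant neural-like cells had 76.5 CPM and at least 62.8 CPM in a sample, while blood-like, cardiomyocyte-like and proepicardium-like cells of the same samples, in the same pool, had at most 2.20, 4.80 and 3.57 CPM (10, 4 and 7 UMIs). These cells, and endoderm or epithelium-like cells, may have entered the sort without recombination of both Wls alleles, which was not tested.

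The E8.5 against E8.0 differences may in part come from the sequencing runs. Across 8125 genes they correlated with the difference between runs 2 and 1 at E9.5 (Pearson r = 0.494, Spearman rho = 0.517), and less with that between runs 3 and 1 (r = 0.297). Genes are not independent replicates, and the E8.5 and E8.0 samples were never in the same run.

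Rpl34 was lower and Rpl34-ps1 higher in mutants at E8.0. Wls lies on the same chromosome as Rpl34 (130726831 to 130730398). A strain variant fixed on the chromosome with the floxed Wls gene is excluded, since 5 of the 7 E8.5 and E9.5 mutants had log2 ratios of the copies more than 0.5 away from those of the E8.0 mutants. In run 2 the direction was the opposite of E8.0, with the 2 mutants at −3.35 and −3.22 and the 4 controls at −0.42 to −0.24. A variant carried near the floxed gene in some embryos only stays open. The log2 ratio lay within the mutants' range in 4 of the 8 E8.5 and E9.5 controls, but 1 mutant (−10.34) widened that range, and recombination could part the genes. Variants not linked to Wls that differ between embryos stay open too, as do reads assigned differently between the copies. Over the region of 30 Mb on each side of Wls, 18 of 166 genes changed (10.8%, against 10.2% elsewhere), and 46.0% of windows of the same size elsewhere held as many, so a variant near Wls is excluded as a source of many calls.

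Rps3a1 and its processed pseudogene Rps3a3 came at separate levels in different samples. Rps3a3 made 0.281 to 1.40% of their UMIs in 5 samples, 43.0 to 69.4% in 7 and 96.0 to 97.8% in 10. In the E8.0 control Bar29, which held male-like and female-like cells, it made 97.3% in the male-like cells and 46.5% in the female-like ones. This is consistent with a strain variant that differs between embryos and shifts reads between the copies, with more than 1 embryo in that sample.

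The E8.5 control Bar2 (34 cells) had almost no Xist or Y transcripts, with 1 UMI of Xist and 1 of the Y-linked genes used for the call, Ddx3y and Eif2s3y. Uty and Kdm5d had 1 UMI each. Too few UMIs are excluded, since 58.1 Xist UMIs were due at the lowest level of the other E8.5 samples. A cell type low in both is excluded too, since 59.1 Xist and 77.3 Y UMIs were due at the level of the same classes. What remains, such as an embryo with 1 X chromosome, was not tested.

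Other splits of the samples within run and stage gave as many changed genes as the real groups in 1 of 100 for all cells and 1 of 100 at E9.5 (the real split), so chance can be excluded there. For E8.0 it was 1 of the 10 splits, which cannot go under 0.05. Between stages the stage labels were shuffled over the samples of both stages, across runs. For E8.5 against E8.0 the highest other split gave 145 genes, with 3429 in the real one. For E9.5 against E8.0 it gave 3635, with 4070 in the real one. The shuffle gave as many genes as the real labels in 1 of the 30 splits for each of these. This does not set stage apart from run in the first. For E9.5 against E8.5 it was 6 of the 30, where chance cannot be excluded. Among classes it was 1 of the 30 in cardiomyocyte-like and in lateral plate-like cells. Chance cannot be excluded for the counts in anterior second heart field-like (11 of 30), blood-like (9 of 30), endothelial-like (3 of 30) and proepicardium-like cells (3 of 30). In paraxial mesoderm-like (10 of 20) and posterior second heart field-like cells (3 of 10) the splits were too few to decide.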
